A study of Marchantia polymorpha with 12 samples.

How the data were processed

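RNA was measured in 12 libraries of the liverwort Marchantia polymorpha, 3 from each of 4 groups. Tak-1 is a male and Tak-2 a female wild-type strain. Mpfer-1 is a male line and Mpmri-1 a female line in which, per the labels, the receptor-like kinase gene MpFER and the kinase gene MpMRI, respectively, are knocked down. Thalli with their rhizoids were harvested at 3 weeks. Per the labels' protocols, libraries were made from mRNA with a stranded kit and external spike-in RNA was added. Replicates carry the letters A, B and C in every group.

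The authors deposited 1 table of estimated counts for 23399 transcript models, with no normalization across libraries. The quantifier, its version, the genome build and the annotation are not given in the sources used here. Of the deposited values, 65.5% were whole numbers within a tolerance of 1e-09, and the others were fractional, as when a read is divided between models. In genes with 1 transcript model, 88.0% were whole. The table used here held 0 rows of spike-in sequences, so scaling by spike-in counts was not run. All 12 columns matched a sample by name.

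Estimated counts were summed over the transcript models of a gene by the stem of the identifier, giving 18336 genes, of which 3046 had more than 1 model and 958 had 0 counts in all libraries. The sums were rounded to whole numbers, which changed a gene's value by at most 0.5. One transcript whose identifier lacked a digit (Mp4g0958.4) was left as a feature of its own. Totals ran from 25548031 to 35313206 counts per library. Within each group, pairs of replicates differed by more than sampling noise: the chi-square statistic per degree of freedom lay between 5.14 and 117, so no library was treated as a duplicate.

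Gene symbols came from a reference table of the assembly MpTak2_v7.1, whose locus tags carry another prefix. They were joined by locus number, an assumption that was checked with the number of isoforms per gene. Among 17416 identifiers with a counterpart, the number of isoforms was equal in 90.2%, against 76.3% when the numbering was shifted by 1 gene, and its correlation across genes was 0.616 against 0.0116. Symbols were found for 3095 genes. Because the build of the deposited table is not given, no coordinates are printed, and the chromosome of a gene is known only from the letter or digit in its identifier. The order of genes along a chromosome was taken from the locus numbers.

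Differences in expression were tested with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood F test (glmQLFit, glmQLFTest), with TMM factors (0.798 to 1.19), the default filter on low counts by group (14044 genes tested), and 1 mean per group fitted over all 12 libraries with 8 residual degrees of freedom. P-values were adjusted by Benjamini-Hochberg over all genes tested, and a gene was called at an adjusted p under 0.05. The contrasts were Mpfer-1 against Tak-1, Mpmri-1 against Tak-2, the difference between these 2 effects, and Tak-2 against Tak-1. The main test, the alternatives and the rule for named genes were set before the data were examined, except where stated in the closing section. Standard errors are the log2 fold change divided by the square root of F. Levels are CPM, the counts scaled to a common library total after TMM. Where a group held 0 counts over its 3 libraries, the fold is a lower bound against 3 counts over the group. Where it held 1 to 3 counts, the ratio has a 95% exact (Clopper-Pearson) counting interval. Such bounds and intervals cover counting error only.

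Genes changed the same way in both lines were set against 10000 permutations of gene labels within 20 bins of mean expression. Gene lists were made from words fixed in advance and matched to the symbols: an abscisic acid list (9 symbols with ABI3, ABI5, PYL, NCED or CYP707A), a desiccation list (in effect genes with LEA, late embryogenesis abundant, in the symbol), and a cell wall list (in effect expansins, with 3 receptor-like kinases that carry Extensin in the symbol). Lists for peroxidases, phenolics and defence, receptor kinases, ribosome and photosynthesis matched 0 symbols and were not run. Lists were tested with camera in limma 3.58.1 (inter-gene correlation 0.01) and with fry, adjusted over lists and contrasts.

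Named genes are the targeted genes; for each mutant comparison the 5 largest rises and 5 largest falls with an adjusted p under 0.05, an absolute log2 fold change of at least 1, a mean of at least 1 CPM over the 6 libraries and no overlap between the groups; the 5 rising and 5 falling in both lines with the largest smaller absolute log2 fold change; the 3 genes with the smallest adjusted p for the difference; 2 each way for Tak-2 against Tak-1; and at most 5 called members of the abscisic acid list.

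The tests were tried on simulated counts with the dispersions and library sizes of the real libraries and the means of the wild types. Each mutant group had the means of its own wild type, except at 200 genes, with as many raised as lowered. These are far fewer changed genes than were called in the real libraries, so the rates of false calls need not hold there. For Mpfer-1 against Tak-1, 187 of 200 changed genes were recovered among 13545 tested, with 16 false calls (7.88% of the 203 calls, above the nominal 5%). For Mpmri-1 against Tak-2, 173 of 200 were recovered with 8 false calls (4.42%), and for the difference 331 of 397 with 10 false calls (2.93%). In the simulated Mpfer-1 comparison, 0 of 200 random lists of 60 genes gave a camera p under 0.05. The simulated genes varied independently of each other, so this says nothing about lists of genes that vary together.

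Alternatives were median-of-ratios (RLE) factors, totals without TMM, no filter and a stricter filter, DESeq2 1.42.0, limma voom, fits of only the groups compared, the replicate letter as a block, each library left out in turn, the 10 most abundant genes or the genes of the sex chromosomes left out, and a threshold of 0.01. Added after the data were seen were libraries thinned to the smallest total, only genes with whole-number counts, genes that differ between the wild types left out, and tests of all families of symbols. Tables and figures were made in Python 3.11.15.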

Results

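Transcript levels were measured in thalli and rhizoids of 3-week-old Marchantia polymorpha from 4 groups of 3 libraries: the male wild type Tak-1, the male line Mpfer-1, the female wild type Tak-2 and the female line labelled Mpmri-1. Both mutant lines have short rhizoids that burst, and the study compared each with the wild type of its own sex to find the pathways that depend on the MpFER/MpMRI pair. For replicates A, B and C, library totals were 28545051, 30152479 and 35269101 counts in Tak-1 and 29022456, 28357937 and 35313206 counts in Mpfer-1. They were 25548031, 28509112 and 30205341 counts in Tak-2 and 26728644, 33798036 and 32576647 counts in the libraries labelled Mpmri-1.

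The targeted genes were examined first, since they check the labels. MpFER, listed as MpFERONIA/MpTHESEUS (Mp4g15890), had 169, 169 and 154 CPM in Tak-1 and 102, 89.0 and 95.5 CPM in Mpfer-1 (164 ± 8.41 against 95.4 ± 6.26, SD, n = 3). The log2 fold change was -0.78 (SE 0.081, edgeR quasi-likelihood test, adjusted p 7.18e-06), a 1.71-fold lower level. In the libraries labelled Mpmri-1 it had 214, 179 and 193 CPM against 182, 181 and 188 CPM in Tak-2, a log2 fold change of 0.090 (SE 0.080) that was within the error (edgeR adjusted p 0.339). MpMRI (Mp7g17560) had 233, 234 and 241 CPM in Tak-1 and 235, 212 and 231 CPM in Mpfer-1, which did not differ (edgeR log2 fold change -0.062, SE 0.076, adjusted p 0.512). In Tak-2 it had 264, 269 and 267 CPM. In the libraries labelled Mpmri-1 it had 698, 649 and 764 CPM (704 ± 57.9 against 267 ± 2.30, SD, n = 3), so that it was 2.64-fold higher (log2 fold change 1.40, SE 0.078, edgeR adjusted p 4.42e-08). MpMRI was therefore higher, not lower, in the libraries labelled as its knockdown, and directions drawn from those libraries below rest on the label alone. Each gene has 1 transcript model in the table, and which part of it was sequenced is not known. The alternative that moved the MpFER value most, scaling by totals without TMM, gave -0.61 in Mpfer-1.

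**Figure D1:**
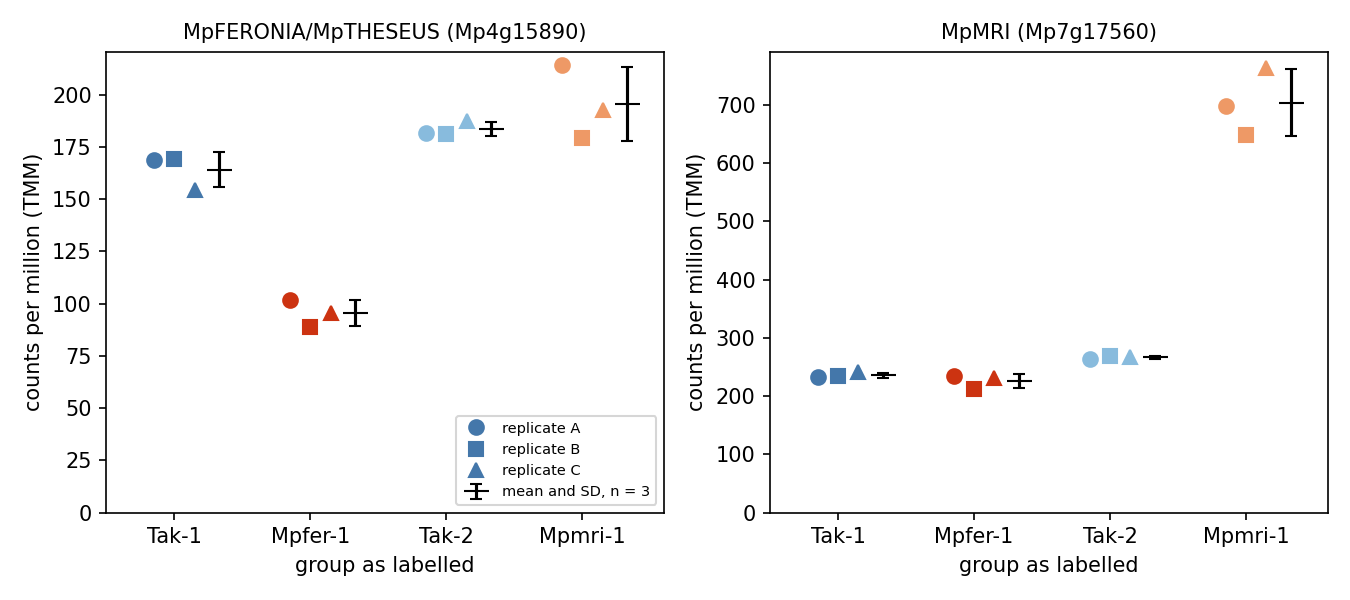
Levels of the targeted genes in CPM (TMM-scaled, linear axis from 0) for each library, by group as labelled; symbols are replicates, and the black bar is the mean with SD (n = 3). MpFERONIA/MpTHESEUS lay between 89.0 and 102 CPM in Mpfer-1 and at 154 CPM or more in each of the other 9 libraries, and MpMRI lay between 649 and 764 CPM in the libraries labelled Mpmri-1.

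The sex labels were checked with genes whose identifiers place them on the V (male) or U (female) chromosome. The 17 V genes with at least 50 counts in each Tak-1 library and at most 3 counts over Tak-2 summed to 43486 to 49547 counts in Tak-1 and to 48877 to 61606 counts in Mpfer-1. They summed to 0 counts in each Tak-2 library and to at most 1 count in a library labelled Mpmri-1, where 3 counts is the limit that a count of 0 allows. The 25 U genes chosen the same way summed to 44289 to 54425 counts in Tak-2, to 38158 to 55017 counts in the libraries labelled Mpmri-1, and to at most 1 count in a Tak-1 or Mpfer-1 library. The genes were chosen on the wild types, so only the 6 mutant libraries were tested, and the sex on their labels matched, by counts and by CPM.

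**Figure D2:**
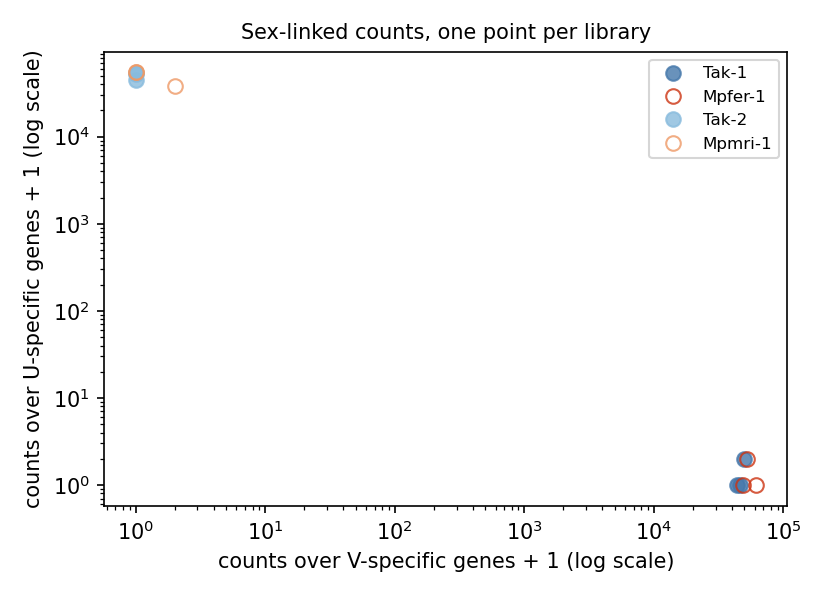
Counts per library summed over the 25 U-specific genes against those over the 17 V-specific genes, each plus 1, on log axes; filled points are wild types and open points mutant lines. The 6 libraries labelled male have 43486 to 61606 V counts, and the 6 labelled female have 38158 to 55017 U counts.

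On the first principal component of log2 CPM, which held 63.6% of the variance, the mutant libraries lay apart from the wild types, and the second (20.2%) separated the male from the female libraries. Across genes, which are not independent, Spearman correlations between replicates lay between 0.984 and 0.994. Their means were 0.967 between Mpfer-1 libraries and those labelled Mpmri-1, against 0.939 between Mpfer-1 and Tak-1, 0.935 between the libraries labelled Mpmri-1 and Tak-2, and 0.971 between the wild types.

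Mpfer-1 was compared with Tak-1 to find the genes that depend on MpFER. Of 14044 genes tested, 7893 were called, 4085 higher and 3808 lower in Mpfer-1 (edgeR quasi-likelihood test, Benjamini-Hochberg, adjusted p under 0.05). With an absolute log2 fold change of at least 1, 1642 were higher and 1406 lower. Scaling by totals without TMM moved the balance most. It shifted the median log2 fold change of all genes from 0.022 to 0.20 and gave 5460 higher and 2666 lower, so that 67.2% of calls were higher in place of 51.8%. Directions are given relative to the TMM scale, on which most genes are taken as unchanged. The 5 largest rises were in genes at or near 0 counts in Tak-1. Mp2g15740 had 1399 ± 471 CPM in Mpfer-1 and 1 count over the Tak-1 libraries, in replicate B, a ratio of 139270 with a counting interval of 24996 to 5500913. Mp3g10040 had 337 ± 139 CPM, at least 11231-fold higher than 3 counts over Tak-1 would give. MpLEA-like45 (Mp6g03120) had 320 ± 118 CPM, Mp2g22430 had 283 ± 99.6 CPM and Mp1g02420 had 272 ± 89.0 CPM (SD, n = 3), with 0 counts in all 3 Tak-1 libraries. Their edgeR adjusted p lay between 2.35e-06 and 0.0011. Under limma voom, Mp1g02420 was no longer called (adjusted p 0.0562). The 5 largest falls were in genes with 0 counts in all 3 Mpfer-1 libraries. Mp3g10460 had 48.4 ± 4.59 CPM in Tak-1 and was at least 1747-fold lower. MpVg00930 and Mp3g12700, each with 15.6 CPM in Tak-1, were at least 562-fold lower. MpVg00700 was at least 259-fold and Mp3g20670 at least 237-fold lower. The edgeR adjusted p of these falls lay between 8.04e-08 and 2.58e-06. Over the Tak-2 libraries, Mp3g10460 had 0 counts and Mp3g20670 had 1 count, and Mp3g12700 was 15.2-fold lower in Tak-2 than in Tak-1. For these autosomal genes, a difference in background between Mpfer-1 and Tak-1 is not excluded.

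The libraries labelled Mpmri-1 were compared with Tak-2 to find the genes that depend on MpMRI, with the reservation that MpMRI itself was higher in them. Here 9004 of 14044 genes were called by edgeR, 4641 higher and 4363 lower, and with an absolute log2 fold change of at least 1, 2152 higher and 1311 lower. Totals without TMM shifted the median of all genes to -0.13 and gave 3782 higher and 5181 lower (42.2% higher in place of 51.5%). The 5 largest rises were in genes with 0 counts in all Tak-2 libraries. MpTPS6 (Mp3g13150) had 119 ± 35.8 CPM in the libraries labelled Mpmri-1, Mp1g02420 had 98.3 ± 121 CPM, Mp6g09290 had 60.2 ± 7.47 CPM, Mp3g10460 had 37.8 ± 5.46 CPM and Mp2g08090 had 32.3 ± 12.1 CPM (SD, n = 3). These were at least 3253-fold, 2738-fold, 1594-fold, 1007-fold and 844-fold higher, with edgeR adjusted p between 4.03e-08 and 0.00214. Over the Tak-1 libraries, MpTPS6, Mp6g09290, Mp3g10460 and Mp2g08090 had 258, 2984, 4693 and 446 counts, and Mp1g02420 had 0. For the genes on in Tak-1, a difference in background between this line and Tak-2 is not excluded. Mp1g02420 had 1205, 6959 and 120 counts in replicates A, B and C and was not called under limma voom (adjusted p 0.117). MpPOD113 (Mp5g17080) fell from 3.53 ± 1.19 CPM to 0 counts, at least 97.5-fold. Mp6g10280 fell from 39.2 ± 5.39 to 0.0491 ± 0.0173 CPM, with an edgeR log2 fold change of -9.52 (SE 0.32, adjusted p 2.44e-09). MpCYP704-like8 (Mp3g10820) fell from 74.2 ± 1.16 to 0.272 ± 0.217 CPM. Its log2 fold change of -8.20 (SE 0.33, adjusted p 5.22e-09) became -8.91 without Mpmri-1 replicate A. MpPPO7 (Mp3g22280) fell from 184 counts over Tak-2 to 1 count, in replicate C, a 186-fold lower level with a counting interval of 32.9 to 7370 (edgeR adjusted p 3.15e-06). MpCE13.2 (Mp3g22160) fell from 4.27 ± 0.54 to 0.0439 ± 0.0761 CPM. All 4 of its counts in the libraries labelled Mpmri-1 were in replicate C, and its log2 fold change was -6.34 (SE 0.75, edgeR adjusted p 1.74e-05). Without replicate C the group held 0 counts, and without Mpmri-1 replicate B the value was -5.74.

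The study treats MpFER and MpMRI as a module, so the overlap of both comparisons, which share no libraries, was computed. Of the genes called in both by edgeR, 5112 changed in the same direction (2813 higher and 2299 lower) and 617 in opposite directions. Permuting gene labels within bins of expression gave 2514 in the same direction on average and at most 2654 in 10000 draws, and 2582 in opposite directions on average. Genes are not independent, so these draws describe the overlap only. Across genes, the Pearson correlation of both log2 fold changes was 0.732 and the Spearman correlation 0.612. In 85 splits of the libraries that mixed mutant and wild type within both sexes, Pearson r lay between -0.587 and 0.600, with a median size of 0.473. In splits that kept one sex intact its size reached 0.706. Each of these splits still sets a surplus of mutant libraries against a surplus of wild types in each sex. The change shared by both lines therefore enters r with either sign, so these values are no chance level. The correlation moved most when genes that differ between the wild types were left out, to 0.877. With an absolute log2 fold change of at least 1 in both, 2010 genes changed alike, 1266 higher and 744 lower.

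Of the 5 genes with the largest rise in both lines, Mp1g02420, Mp7g12610 and Mp1g02430 had 0 counts in all 6 wild-type libraries. Mp7g12610 was at least 3048-fold higher in Mpfer-1 and at least 675-fold higher in the libraries labelled Mpmri-1, where it had 372, 1591 and 78 counts. Mp1g02430 was at least 1070-fold and 499-fold higher. Mp1g02430 was not called in the latter under limma voom (adjusted p 0.0985), with 179, 1322 and 8 counts in replicates A, B and C. Mp2g26440 rose from 2 counts over Tak-1 to 453 ± 151 CPM and from 3 counts over Tak-2, all in replicate A, to 312 ± 257 CPM (6611, 16913 and 1705 counts). The adjacent locus number MpLEA-like9 (Mp2g26450) rose from 4 counts over Tak-1, all in replicate C, to 410 ± 122 CPM and from 3 counts over Tak-2 to 270 ± 230 CPM (5670, 14924 and 1278 counts). Of the genes with the largest falls in both, Mp4g05940 had log2 fold changes of -5.93 (SE 0.46) in Mpfer-1 and -5.71 (SE 0.47) in the libraries labelled Mpmri-1. Those of Mp6g11730 were -4.96 and -5.23, and those of Mp6g11750 were -4.67 and -4.61. MpPOD113 had 2 counts over Mpfer-1, both in replicate B, and Mp2g09020 had 3, all in replicate A, a 122-fold and an 80.8-fold lower level with counting intervals of 33.5 to 1020 and 27.3 to 395. Mp2g09020 fell by 5.29 on the log2 scale in the libraries labelled Mpmri-1. All these falls were called by edgeR in both comparisons, with the largest adjusted p at 2.53e-05.

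**Figure D3:**
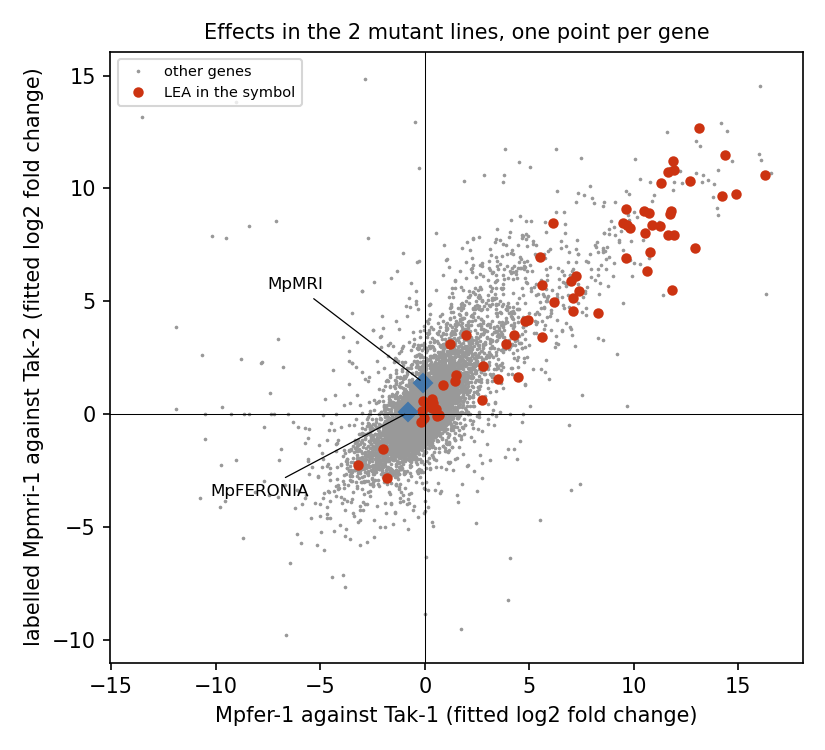
Fitted log2 fold changes of 14044 genes in the libraries labelled Mpmri-1 against Tak-2 (vertical) and in Mpfer-1 against Tak-1 (horizontal); red points are the 67 genes with LEA in the symbol and blue diamonds the targeted genes. The Pearson correlation across genes is 0.732. Values of genes at or near 0 counts in a group depend on the prior count of the fit.

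The difference between the 2 mutant effects was tested directly, since a call in one line alone does not show a difference. It was called by edgeR for 5238 genes, 2952 with a more positive effect in the female comparison and 2286 with a less positive one. With totals without TMM, 6334 were called, 1661 more and 4673 less positive (26.2% in place of 56.4%), because that scaling shifted the median difference of all genes to -0.30. The difference was called for 29.4% of the genes changed in the same direction, for 51.2% of those called in Mpfer-1 alone, for 58.0% of those called in the libraries labelled Mpmri-1 alone, and for 3.69% of those called in neither. It included both targeted genes. The 3 smallest adjusted p belonged to Mp8g14540 (log2 fold change -3.47, SE 0.10, in Mpfer-1 and 4.49, SE 0.11, in the libraries labelled Mpmri-1, edgeR adjusted p of the difference 3.54e-11), MpFBW3 (Mp5g21380; 4.27 and -1.54, adjusted p 6.99e-09) and Mp6g10280 (1.76 and -9.52, adjusted p 7.84e-09). Line, targeted gene and sex cannot be told apart in this design.

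Tak-2 was compared with Tak-1 as the baseline across sexes. Of 14044 genes, 4934 were called by edgeR, 2406 higher and 2528 lower in Tak-2. With an absolute log2 fold change of at least 1, 408 were higher and 978 lower. Totals without TMM gave 1441 higher and 3339 lower (30.1% higher in place of 48.8%), with the median of all genes at -0.11. MpUg00020 and MpRAB11AX (MpUg00350), at 279 ± 9.86 and 214 ± 13.2 CPM in Tak-2, had 0 counts in Tak-1 and were at least 8997-fold and 6936-fold higher. MpVg00760 and MpVg00970, at 240 ± 15.3 and 205 ± 9.35 CPM in Tak-1, had 0 counts in Tak-2 and were at least 6472-fold and 5497-fold lower.

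Gene lists for abscisic acid and the cell wall address the link named in the study's title. The desiccation list held 67 tested genes, all with LEA in the symbol. In Mpfer-1, 58 were called higher and 3 lower (59 and 3 adjusted over the list alone), with a median log2 fold change of 6.996 (camera adjusted p 2.19e-17). Of these genes, 18 had at most 3 counts over Tak-1. With genes at 0 counts set to their bound the median was 6.21. In the libraries labelled Mpmri-1, 56 were higher and 4 lower (56 and 4 adjusted over the list alone), with a median of 5.45 (camera adjusted p 2.29e-09), or 5.14 with genes at their bound. Without Mpmri-1 replicate B the median was 4.67. Summed over the list, levels were 1218 ± 37.0 CPM in Tak-1, 10627 ± 2476 CPM in Mpfer-1, 1533 ± 64.4 CPM in Tak-2 and 6966 ± 4385 CPM in the libraries labelled Mpmri-1 (SD, n = 3). The last held 6690, 11483 and 2726 CPM in replicates A, B and C, each above every Tak-2 library. The list's difference between both effects had a median of -1.06 (camera adjusted p 0.00735) and was not called by fry (adjusted p 0.22), nor by camera without Mpmri-1 replicate C (adjusted p 0.124). For single genes of the 67, the difference was called higher for 4 and lower for 6 (3 and 6 adjusted over the list alone).

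**Figure D4:**
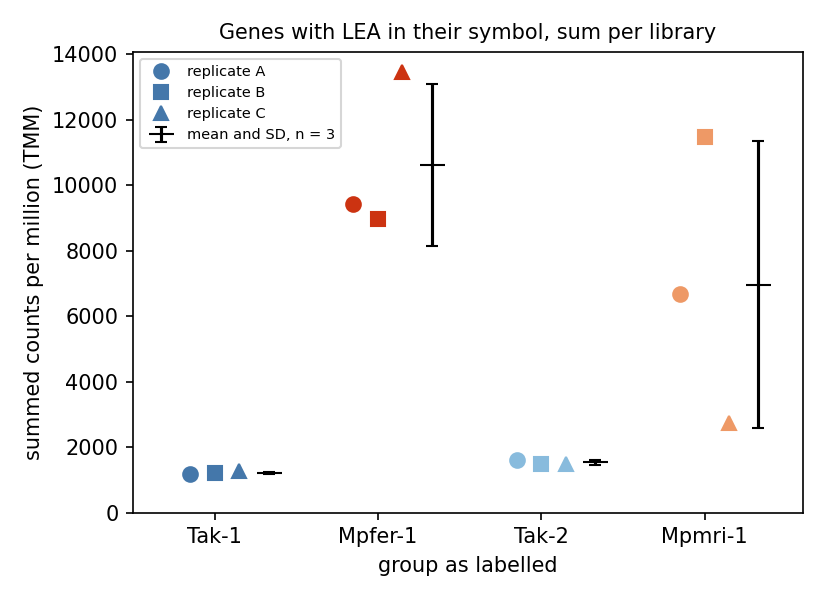
Summed level of the 67 genes with LEA in the symbol, in CPM (TMM-scaled, linear axis from 0), per library and group as labelled; symbols are replicates, and the black bar is the mean with SD (n = 3). Wild-type libraries lie between 1192 and 1607 CPM and Mpfer-1 libraries between 8965 and 13473 CPM, and those labelled Mpmri-1 spread from 2726 to 11483 CPM.

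The cell wall list, 32 tested genes, mostly expansins, had a median log2 fold change of -0.58 in Mpfer-1 (6 higher and 19 lower, camera adjusted p 0.00449) and of -0.84 in the libraries labelled Mpmri-1 (4 higher and 18 lower, camera adjusted p 0.00263). The same counts were called when adjusted over the list alone. The median stayed negative under each scaling. The difference between both effects was not called (median -0.17, camera adjusted p 0.498). The abscisic acid list had 6 tested members of 9. Its median was 0.72 in Mpfer-1 (3 higher and 1 lower) and 0.86 in the libraries labelled Mpmri-1 (5 higher and 1 lower), with the same counts adjusted over the list alone, and camera did not call it (adjusted p 0.269 for both). Without the filter on low counts these medians were 0.072 and 0.31. Its difference had a median of -0.20 but a mean of 0.20, and the test pointed up (camera adjusted p 0.886). Under fry, the 3 lists were called in both mutant comparisons, with adjusted p between 0.000137 and 0.000426. Fry asks whether the genes of a list change at all, and camera whether they change more than other genes. Since most genes tested were called in both comparisons, the fry calls do not show that a list stands out. With an inter-gene correlation estimated from the data, camera called none of the 3 lists (adjusted p 0.351 for each of the 6 tests).

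Among named members of the abscisic acid list, MpABI5A (Mp2g23600) was lower in both comparisons (edgeR log2 fold change -0.92, SE 0.09, adjusted p 4.04e-06 in Mpfer-1 and -0.98, SE 0.09, adjusted p 1.92e-06 in the libraries labelled Mpmri-1; adjusted p of the difference 0.751). MpABI3A (Mp5g08310) was higher in both, by 1.37 (SE 0.14) and 1.02 (SE 0.14). MpNCED (Mp2g07800) rose from 0.73 ± 0.0849 to 5.18 ± 1.40 CPM in Mpfer-1 and from 0.52 ± 0.0268 to 2.29 ± 1.07 CPM in the libraries labelled Mpmri-1 (log2 fold change 2.82, SE 0.35, and 2.12, SE 0.38). For MpABI3A and MpNCED the difference between both effects was not called (adjusted p 0.169 and 0.313). MpABI5B (Mp2g22820) rose by 1.66 (SE 0.15) in Mpfer-1 and by 0.69 (SE 0.15) in the libraries labelled Mpmri-1, and the difference was called (edgeR adjusted p 0.00429). MpCYP707A (Mp2g25940) did not differ between Mpfer-1 and Tak-1 (log2 fold change 0.070, SE 0.23, adjusted p 0.817) and was higher in the libraries labelled Mpmri-1 than in Tak-2 (2.93, SE 0.27, adjusted p 2.19e-06). The difference was called (adjusted p 0.000147). MpCYP707A was already 5.04-fold lower in Tak-2 than in Tak-1 (adjusted p 6.8e-05).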

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

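Chosen only after the result was seen were the tests of depth, shared reads and wild-type differences and the tests of MpMRI for a paralog and for an exchange of lines, while the fits with other scalings and without abundant genes and the splits for the counts of called and shared genes were planned, but how to read them was set out after.

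The effects of the 2 mutant lines differed for 5238 of 14044 genes by a direct test (edgeR). In 100 splits of the libraries within each sex, 1 gave as many, the real one, and the next largest, with 3907, kept one sex intact. The 85 splits that mixed both sexes gave 0 calls, but there the mutant effect enters the spread within groups, so these splits are no chance level and are not used to exclude chance. In simulated data, where far fewer genes were changed, 10 of 341 calls for the difference were false. The tables argue against several technical causes. The smaller of the counts with RLE factors and with totals alone was 5232, so the scaling is not the source of the number of calls, although it decides their balance. With each library thinned to the smallest total, 5126 genes were called, and without the 10 most abundant genes 5223. Among genes with whole-number counts in every library, whose reads were not divided between models, 36.8% were called, against 37.3% of all genes. Called differences between the wild-type strains do not account for all of it, because 27.8% of the genes not called between Tak-1 and Tak-2 were called here. These were 2536 of the 5238 calls, and 646 of the 1892 with an absolute log2 fold change of at least 1. A gene not called between the wild types may still differ between them, so smaller strain differences, or strain background in the mutant lines, are not excluded. The other calls were in genes that differ between the wild types, so strain differences go with a large part of the pattern. What stays open is the sex of the plants, the targeted gene and the line, which cannot be told apart with 1 line per sex. GC content and gene length were not tested.

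The targeted genes were among these. MpFERONIA/MpTHESEUS had a difference of 0.87 on the log2 scale (effect in the libraries labelled Mpmri-1 minus effect in Mpfer-1), from a fall in Mpfer-1 alone, as a knockdown of that gene in that line predicts. MpMRI had a difference of 1.46, from a rise in the libraries labelled as its knockdown. Reads shared with a paralog would leave fractional counts, and 0 of the 12 libraries had a fractional MpMRI count. A rise of the whole region would raise its neighbours, but the median log2 fold change of the 10 nearest tested genes was -0.013, with the nearest, Mp7g17550, at 0.97 in these libraries and at 1.14 in Mpfer-1. An exchange of both mutant lines would lower MpFER there, and its log2 fold change was 0.090. Transcription starting within inserted DNA, or a truncated transcript that is not translated into working protein, may give such a rise and cannot be told apart from an intact transcript, since the table gives 1 transcript model with 1 value per library. A response of the plant to loss of the protein was not tested, and libraries of another female line under this label are not excluded. How the line was made is not used here.

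The desiccation list differed between both effects, with a median log2 difference of -1.06. In 100 splits of the libraries within each sex, 79 gave a camera p at least as small, so the splits do not exclude chance. Splits that mix mutant and wild type unequally in the 2 sexes carry the rise that both lines share into the difference, so this number is no measure of how often chance alone gives such a value. The difference is left open because fry did not call it (adjusted p 0.22) and because it lost its call without Mpmri-1 replicate C (median -0.64, adjusted p 0.124), and without Mpmri-1 replicate B it was -1.76.

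Other named genes with a called difference and more than 3 counts in each group were Mp6g10280 (-11.28 on the log2 scale), MpCYP704-like8 (-12.20), MpCE13.2 (-6.41), Mp8g14540 (7.96), MpFBW3 (-5.81), MpCYP707A (2.86) and MpABI5B (-0.97). For those with at most 3 counts in a group no size of the difference is given, and the adjusted p by edgeR was 4.06e-08 for Mp3g10460, 0.00367 for MpVg00930, 5.06e-08 for Mp3g12700, 3.1e-05 for Mp3g20670, 1.23e-06 for MpTPS6, 4.77e-08 for Mp6g09290, 5.96e-05 for Mp2g08090 and 0.0336 for MpPPO7. MpCE13.2 rests on counts in 1 library of each mutant line, replicate C in both. Several of these genes were also on in one wild type and off in the other, which is taken up among the other observations. No biological explanation was tested for single genes, and sex and line remain open for each.

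For the 3 comparisons of a pair of groups, 1 of 10 splits gave as many calls in Mpfer-1 against Tak-1, 1 of 10 in Mpmri-1 against Tak-2 and 1 of 10 in Tak-2 against Tak-1, the real split each time. The other splits gave 0 calls by edgeR. With 10 splits the share cannot go below 0.1, so the splits by themselves do not exclude chance. In simulated data, where far fewer genes were changed, 16 of 203 calls for Mpfer-1 against Tak-1 and 8 of 181 calls for Mpmri-1 against Tak-2 were false. For genes changed the same way in both lines, 1 of 100 splits gave as many, the real one. The others gave 0, which the spread within mixed groups brings about, so they are not used to exclude chance. For the desiccation list, 1 of 10 splits gave a camera p as small in Mpfer-1 against Tak-1 and 4 of 10 in the libraries labelled Mpmri-1 against Tak-2. For the cell wall list these were 4 of 10 and 2 of 10. These splits decide nothing for the lists, since 10 splits cannot give a share under 0.1 and each of the others still sets a surplus of mutant libraries against a surplus of wild types. The summed level of the desiccation list did not overlap between Mpfer-1 (8965 to 13473 CPM) and Tak-1 (1192 to 1261 CPM).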

How the results depend on the processing

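The thinned fit, the fit on genes with whole-number counts and the one without genes that differ between the wild types were chosen after seeing the data, and the other alternatives before. Scaling by spike-in counts was not run, since the table used here held 0 spike-in rows.

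The 4 counts of called genes, the shared count and the counts with an absolute log2 fold change of at least 1 stayed within 1.5 times of the main value under RLE factors, totals without TMM, both other filters, DESeq2, limma voom, and without the 10 most abundant or the U and V genes. So did those of both mutant comparisons, of the wild types and the shared count in fits of only the groups compared, which were not run for the difference. Leaving out 1 library gave 6956 to 7294 calls in Mpfer-1, 8154 to 9473 in the libraries labelled Mpmri-1, 3586 to 4533 between the wild types and 4234 to 6308 for the difference. Totals without TMM changed which genes were called and their direction more than the number: of 6334 genes called for the difference between the 2 mutant effects, 3947 were also called in the same direction with TMM. With DESeq2, 7689 of the 7893 calls for Mpfer-1 against Tak-1, 8860 of the 9004 for Mpmri-1 against Tak-2 and 5159 of the 5238 for the difference were shared in direction.

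At a threshold of 0.01 the calls between the wild types fell to 3024 and those for the difference to 2811, by construction. With fewer genes tested the counts fell too. On whole-number genes they were 5111 for Mpfer-1 against Tak-1, 5775 for Mpmri-1 against Tak-2, 3225 for Tak-2 against Tak-1, 3330 for the difference between the 2 mutant effects and 3302 for genes changed the same way in both mutant lines. Counts with the fold change limit were 1836 (Mpfer-1 against Tak-1, absolute log2 fold change of at least 1), 2091 (Mpmri-1 against Tak-2, absolute log2 fold change of at least 1), 783 for Tak-2 against Tak-1 and 1044 for the difference between the 2 mutant effects, absolute log2 fold change of at least 1. Without genes that differ between the wild types they were 4700, 5509, 2536 for the difference and 3048 shared, and 1821, 1926 and 646 with the fold change limit. The correlation of both effects moved by more than its jackknife error of 0.0421 to 0.627 without a filter, 0.656 with DESeq2 and 0.877 without genes that differ between the wild types; in the first of these, genes with few counts enter, and for the others the cause was not tested.

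Gene lists depended on the test. With an estimated inter-gene correlation the desiccation list (medians 6.996, 5.45 and, for the difference, -1.06) and the cell wall list (-0.58 and -0.84) lost their calls, with adjusted p of 0.351, and 0.692 for the difference. Over the alternatives that kept all libraries, the smallest adjusted p was 5.76e-45 and 2.06e-12 for the desiccation list and 0.000255 and 0.000161 for the cell wall list, and 0.351 was the largest. Fry called the abscisic acid list (0.72 and 0.86, or 0.072 and 0.31 without a filter on low counts), which camera did not, and did not call the desiccation difference (-1.06). Totals without TMM moved that difference to -1.45 and lost its call (adjusted p 0.149), and leaving out 1 library gave -1.76 (without Mpmri-1 replicate B) to -0.64 (without Mpmri-1 replicate C, call lost). Over the alternatives that kept all libraries, the adjusted p of that difference ran from 0.00311 to 0.692. On whole-number genes the desiccation medians were 4.49 and 3.40, still called. The abscisic acid difference, not called in any fit, changed its test direction without a filter (median -0.35) and without Mpfer-1 replicate A or Mpmri-1 replicate B (medians -0.25 to -0.12 with 1 library left out). The causes were not tested.

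The fall of MpFER in Mpfer-1 and the rise of MpMRI in the libraries labelled Mpmri-1 were called in every alternative run (-0.83 to -0.61 and 1.26 to 1.45). Their values in the other line, not called in any alternative run, changed sign with totals without TMM, to -0.052 for MpFER and 0.11 for MpMRI, by the shift of that scaling. For MpMRI in Mpfer-1, leaving out 1 library gave -0.072 to 0.0066, the latter without Mpfer-1 replicate B. Of 984 values of named genes other than the targeted ones under alternatives, 980 kept their direction and call, 3 lost their call, all under limma voom (Mp1g02420 in both comparisons, Mp1g02430 in the libraries labelled Mpmri-1, whose adjusted p ran from 1.87e-14 to 0.0562, 1.05e-11 to 0.117 and 5.66e-07 to 0.0985 over the alternatives that kept all libraries), and 1 that was not called changed sign: MpCYP707A in Mpfer-1, at -0.20 (without Mpfer-1 replicate C) to 0.29 with 1 library left out. The U and V fit left out the named U and V genes.

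Over all groups, the replicate letters did not pair the libraries on average. Deviations from group means correlated at -0.0074 on average between libraries with the same letter, at 0.0031 between other letters, and 3 of 18 pairs were above 0.1. Same-letter pairs of a mutant line and its own wild type were all positive, between 0.0519 and 0.193, and included the 3 above 0.1. Values between other letters ran from -0.156 to 0.263. A weak pairing of each mutant line with its wild type is therefore not excluded. With the letter as a block, calls numbered 7659 for Mpfer-1 against Tak-1, 8834 for Mpmri-1 against Tak-2, 4668 for Tak-2 against Tak-1, 4943 for the difference between the 2 mutant effects and 4972 for genes changed the same way in both mutant lines, and no call of a targeted gene or list changed. This block fits a letter effect common to all groups, so it cannot take up a pairing specific to a mutant line and its wild type.

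Depth limits the genes at or near 0 counts: their folds are bounds or have counting intervals, and a bound grows with the depth of the group at 0 counts. From the same Tak-1 libraries, the bound for Mp3g10460 was 1747-fold against Mpfer-1 and 1303-fold against Tak-2.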

Other observations

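The tests of swaps between the sexes, of a deletion on V and of gene families were chosen only after the result was seen, and the rule that reads the test of chromosome segments was changed after its values were seen.

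The V genes MpVg00460, MpVg00700, MpVg00930 and MpVg01090 had 0 counts in all 3 Mpfer-1 libraries and at least 35 counts in each Tak-1 library. They were picked after their values were seen. MpVg00460 also had 20, 25 and 14 counts in the Tak-2 libraries, which are female, so its reads are not specific to V and its state says little about the V chromosome. MpVg00700 had 0, 1 and 3 counts in Tak-2 and MpVg00930 had 0, 0 and 5, with 0, 0 and 6 in the libraries labelled Mpmri-1, so neither met the limit of 3 counts over Tak-2 set for V-specific genes. MpVg01090 had 0 counts in the female libraries. Lower depth would leave small expected counts, but the smallest count expected in an Mpfer-1 library from the Tak-1 level was 45.6. One contiguous deletion would silence the genes between them, and 15 V genes with locus numbers between the first and the last had at least 10 counts in every Tak-1 and every Mpfer-1 library, 8 of them between MpVg00700 and MpVg00930. Among the 15, MpVg00600, MpVg00720, MpVg00785 and MpVg00890 also had reads in female libraries, which a deletion on V would leave. MpVg00710, MpVg00730, MpVg00760 and MpVg00770, among the 8, had 0 counts in Tak-2 and at least 1705 counts in each Mpfer-1 library. The order of genes rests on locus numbers. For MpVg00700, MpVg00930 and MpVg01090, separate small losses, a V chromosome that differs from that of Tak-1, or loss of expression stay open, and no biological explanation was tested.

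Some autosomal genes were on in one wild type and off in the other. With at least 1 CPM in one and at most 3 counts over the other, 23 were on in Tak-1 only and 6 in Tak-2 only. Of the 23, 9 had at most 3 counts over Mpfer-1 and 8 had at least 1 CPM in the libraries labelled Mpmri-1. Of the 6, 1 had at least 1 CPM in Mpfer-1 and 3 had at most 3 counts over the libraries labelled Mpmri-1. Mp3g10460, at 48.4 CPM in Tak-1, 0 in Mpfer-1, 0 in Tak-2 and 37.8 in the libraries labelled Mpmri-1, was the clearest case. A hypothesis was that the mutant lines may carry chromosome segments of the other strain. It predicts that neighbouring marker genes share their state. Markers were 463 autosomal genes with an absolute log2 difference of at least 2 between the wild types, and a mutant line was nearer the other wild type at 150 of them in Mpfer-1 and at 310 in the libraries labelled Mpmri-1. Nearer does not mean at the same level. Mp7g02900 had 1183 CPM in Tak-1 and 151 CPM in Tak-2, but 19510 CPM in Mpfer-1 and 34490 CPM in the libraries labelled Mpmri-1. A rise shared by both lines can thus add to the 310, and how many markers it added was not counted. Among 282 neighbouring pairs at least 100 locus numbers apart, 54.6% shared their state in Mpfer-1, against 56.9% on average in 10000 shuffles within chromosomes (one-sided permutation p 0.8), so neighbours this far apart were no more alike than in shuffles. The reading first set took any p of 0.05 or more as evidence against segments, and as changed it leaves them open in both lines. In the libraries labelled Mpmri-1, 62.1% did, against 57.9% on average (one-sided permutation p 0.07), which is within the range of the shuffles. As a comparison, at genes alike in the wild types and changed in the line, neighbours changed in the same direction in 63.9% of pairs, against 63.0% in shuffles (one-sided permutation p 0.3), and in 56.1% against 56.7% in Mpfer-1 (p 0.6). Shuffles within chromosomes cannot see segments as large as a chromosome. Pairs under 100 locus numbers apart were left out, so runs of closer markers were not tested. One such run, picked after its values were seen, holds Mp8g14540, the gene with the smallest adjusted p for the difference. It and the markers Mp8g14500, Mp8g14560, Mp8g14575 and Mp8g14580 were nearer the other wild type in both lines. How often such runs occur was not counted. In Mpfer-1, markers nearer the other wild type ran from 9 of 40 on chromosome 7 to 33 of 65 on chromosome 8. In the libraries labelled Mpmri-1 they ran from 20 of 40 on chromosome 7 to 40 of 48 on chromosome 5. Whether these shares differ beyond chance was not tested, and segments stay open in both lines. The power of this test was not measured. A swap of libraries between the sexes is excluded: U-specific genes reached at most 1 count in an Mpfer-1 library and V-specific genes at most 1 count in a library labelled Mpmri-1. A difference in background between a mutant line and its wild type, of a kind that this marker test cannot see, stays open, and genotype calls are not used here.

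Replicate C labelled Mpmri-1 held 2726 CPM in the desiccation list, against 6690 and 11483 CPM in replicates A and B and 1493 to 1607 CPM in Tak-2. Its total of 32.6 M counts was not below those of both other replicates, so lower depth is not the cause. If RNA of Tak-2 plants were mixed in, a share of 84.2% would be needed for this list. At 5 genes with at least 5 CPM in Tak-2 and at most 2% of that level in replicates A and B, replicate C stood at a median of 2.73% and at most 5.04% of the Tak-2 level, which argues against such a mixture as the whole cause. Variation between plants or harvests in how strongly the list is induced was not tested.

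MpVg00320, MpVg00890, MpVg01223 and MpVg01240 had at least 10 counts in each of the 12 libraries, female ones included. The counts of MpVg01240 were 5478, 32927 and 66694 in Tak-1, 5222, 12204 and 12464 in Mpfer-1, 247845, 424935 and 197108 in Tak-2 and 28560, 12046 and 11943 in the libraries labelled Mpmri-1. Among U genes, MpUg00330 had 10389 to 21968 counts across the 12 libraries, male ones included. These genes were picked after their values were seen.

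All 56 families of gene symbols with at least 10 tested genes were run by camera, with adjustment over families and both comparisons. At an adjusted p under 0.05, 6 families were higher and 3 lower in Mpfer-1, and 10 were higher and 3 lower in the libraries labelled Mpmri-1. Besides MpLEA, higher in both were MpPR (median log2 fold change 4.49 and 5.67), MpPKS (1.70 and 3.12), MpPAL (1.498 and 3.56) and MpDIR (1.14 and 2.12). MpPPO was lower in both (-1.78 and -1.67), as was MpExpansin (-0.63 and -0.86), and MpPOD was lower in Mpfer-1 (-1.04) and short of the threshold in the libraries labelled Mpmri-1 (-0.90, camera adjusted p 0.0793). Differences between the lines were not tested for families. These directions held with RLE factors and with totals without TMM. In splits of the libraries, families were adjusted within 1 comparison, which gave 9 in Mpfer-1 and 16 in the libraries labelled Mpmri-1 for the real split. At least as many were past the threshold in 8 of 10 splits for Mpfer-1 against Tak-1 and in 2 of 10 for the libraries labelled Mpmri-1 against Tak-2. These splits do not exclude chance, and they are no chance level either, since each of the others still sets a surplus of mutant libraries against a surplus of wild types.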
